A study of Mus musculus with 21 samples.

How the data were processed

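RNA was measured by sequencing in striatal tissue of mice, 3 weeks after an adeno-associated virus (AAV, a non-replicating carrier of a gene) was injected into the striatum. Per the labels, the virus named for a library was Cas9, GCas9 or GFP, or the library was labelled WT. Cas9 is the nuclease used for genome editing, and GFP is a fluorescent protein often used as a control cargo. GCas9 is not spelled out in the labels, and the study is known for a Cas9 fused to part of Geminin (Gmnn), a protein that is degraded in part of the cell cycle, which shortens the life of Cas9. The labels place all libraries under one injection protocol and do not say whether the WT mice received a virus, so WT is treated as a label only. They give the age of the mice as 3 weeks in one place and 3 months in another, which was not resolved.

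Per the labels, RNA was purified on columns, cDNA was made with a SMARTer kit and libraries with a Nextera XT kit. A method of this kind amplifies cDNA before sequencing, so the reads of a gene are not independent molecules and counting error alone understates the error of a value. The submitters' processing notes name STAR 2.5.2b, SAMtools, HTSeq, DESeq2 and R 3.3.3 and the mouse build GRCm38.p3, with no roles, parameters or gene annotation. The deposited table holds a signal per gene symbol, which the authors made by dividing the read count of each gene by 1 DESeq2 size factor per library. It covers 41128 gene symbols in 21 libraries, of which 13121 symbols had no read in any library. Every value was a whole multiple of 1 step per library within 0.001 reads, so that whole read counts and size factors were recovered. The size factors ran from 0.88 to 1.16 in the 9 libraries here called set A and from 0.72 to 1.3 in the 12 libraries called set B. The normalized totals were 23.0 to 24.18 M (mega) in set A and 8.21 to 8.69 M in set B, so the authors scaled the sets apart and levels were compared within a set only. The 2 sets were told apart by the numbering of the titles and by this scaling.

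Set A held 3 libraries each of WT, Cas9 and GCas9, and set B held 4 each of GFP, Cas9 and GCas9. Recovered reads on genes were 20.34 to 28.05 M per library in set A and 6.09 to 11.07 M in set B, where all Cas9 libraries (6.09 to 7.69 M) were shallower than all GFP (7.89 to 9.75 M) and GCas9 libraries (7.81 to 11.07 M). Mitochondrially encoded transcripts took 6.0 to 7.57% of reads in set A and 1.03 to 2.18% in set B. At these depths counting error was small beside the spread between animals for the genes named, except where low read numbers of a group are given, at the first value that rests on them. Replicates were taken as separate animals.

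Values were analysed as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3 (linear model, moderated variance with a mean trend, two-sided). Genes with a mean normalized count of at least 10 over the libraries of a fit were tested, p values were adjusted by the method of Benjamini and Hochberg, and an adjusted p under 0.05 was taken as past the threshold. Each set was fitted with its 3 groups. Cas9 and GCas9 were compared with WT in set A, with GFP in set B, and with each other in each set. A fit over all 21 libraries and 6 groups gave the mean of the within-set differences between GCas9 and Cas9, and the difference between the sets. Errors of log2 fold changes are standard errors of the fit, and errors of levels are standard deviations.

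Before the data were examined, 37 gene lists were written from general knowledge of cell types and pathways, holding 884 genes, of which 4 were matched through an older symbol and 5 were not in the table. Related lists may share genes, so their calls need not be separate findings. Each list was tested against all other genes with camera, at its preset correlation between genes of 0.01 and again with the correlation estimated from the libraries, with adjustment over the 37 lists of a comparison. The second form allows for genes that vary together between animals of a group. The mean log2 value of a list in a library is called its score, and groups were compared on scores by exact permutation, two-sided. These p values were not adjusted over the 37 lists. The smallest p this allows is 0.1 with 3 libraries against 3 and 0.0286 with 4 against 4. The genes named in each comparison follow a rule fixed before the data were examined. It takes up to 10 genes per direction past the threshold with a mean of at least 50 and no overlap between the groups' libraries, or, with fewer than 5 of these, the 5 genes of smallest p said not to pass. It leaves out gene models known by a number alone. It adds up to 4 members of each called list by smallest p, and a fixed set of striatal, glial and immune genes. Values are given for a part of the genes so named. Chromosome positions are from GENCODE M21 on GRCm38, by gene symbol.

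The procedure was tested on simulated counts, drawn from a negative binomial distribution with the mean levels, size factors and dispersions of these libraries, in which 200 genes were changed 2-fold or 4-fold. At 2-fold, limma recovered 52.5 to 83.8% of the changed genes in the 8 comparisons, and at 4-fold 83.7 to 98%, with 8 to 13 false calls per comparison. No unchanged list of the 37 was called in any of them, but the simulated genes do not vary together, so this says little about the list calls in the real libraries. The recovered shares hold for the genes as simulated and not for genes that vary widely between animals. With Cas9 against WT, interferon-stimulated genes rose by a median of 2.06 log2 units, yet Gpnmb alone passed over all genes. The alternatives tried were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, pseudocounts of 0.5 and 8, no filter and a mean of at least 50, TMM factors, quantile normalization, array weights, a block for the replicate number, a fit to the compared groups alone, one fit to all libraries, camera with an estimated correlation, controls split between comparisons, and leaving out each library in turn. Added after the data were seen were a covariate for the Y-linked gene Ddx3y, a covariate for cortical markers, removal of a trend with transcript length, reads thinned to equal depth (both also with a replicate block where the numbers pair the libraries), leaving out 3 libraries with high choroid plexus markers, the regroupings of set A, the list tests of the difference between the sets, and the leaving out of libraries for correlations across genes. Libraries were checked in 27 pairs for shared reads, with none found to be a copy of another. Replicate numbers, which the titles give without saying what they mark, were checked for pairing by the r between libraries of their deviations from the group means. Every pair of one number was over 0.1 for GCas9 and WT in set A (0.11 to 0.28, other numbers -0.2 to 0.02) and for GCas9 and Cas9 in set B (0.12 to 0.33, other numbers -0.27 to 0.11), so the numbers were taken to pair the libraries there, from the data and not from the labels. GCas9 and Cas9 in set A missed this limit by 1 pair (0.09), though the others were at 0.64 and 0.45. A number that pairs WT with GCas9 but not with Cas9 is hard to read as a design. Pairing is therefore a working choice that was not established, and pairs of libraries are meant in this sense throughout. The fits as reported hold no block, as fixed before the data were examined, and blocked values are given beside these 2 comparisons where a call changed. Exact permutation did not keep to the pairs, within which swaps allow no p under 0.25 with 3 pairs and 0.125 with 4. No library was left out of the results as reported, and levels of sex-linked genes are not reported. The labels do not give the sex of the animals, and sex-linked transcripts were spread evenly over the groups of set A but not between GFP and the other groups of set B (list not called), so set B was not shown to be matched for sex.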

Results

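The data were 21 RNA sequencing libraries of mouse striatum, the forebrain region built mainly of medium spiny neurons. Set A compared Cas9 and GCas9 virus with libraries labelled WT (3 libraries each), and set B compared the same viruses with GFP virus (4 libraries each). Set A was sequenced to 20.34 to 28.05 M (mega) gene reads per library and set B to 6.09 to 11.07 M. The first principal component took 54.7% of the variance in set A and 29.2% in set B. It separated the WT libraries (scores of -44.6 to -36) from the others in set A but did not separate the groups in set B, where libraries of each group lay on both sides of 0. Levels below are normalized read counts, given as mean ± SD.

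The first comparison asked which transcripts differ between striatum given Cas9 virus and WT striatum in set A. Transcripts of activated microglia and macrophages, antigen presentation, the interferon response and reactive astrocytes were higher with Cas9 and oligodendrocyte markers were modestly higher, while neuronal transcripts were lower by small amounts. These are changes of gene lists, 28 of which were called by camera at its preset correlation and 0 with an estimated correlation (smallest adjusted p = 0.44). Gpnmb, a membrane glycoprotein of activated phagocytes, was the 1 gene past the threshold. It rose from 21.9 ± 2.48 in WT to 180.1 ± 61.2 with Cas9 (SD, n = 3 each), a log2 fold change of 2.94 ± 0.28 (SE, limma adjusted p = 0.038). Gpnmb (ENSMUSG00000029816) lies on chromosome 6 of GRCm38 from 49036546 to 49070929 and is protein coding.

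**Figure D1:**
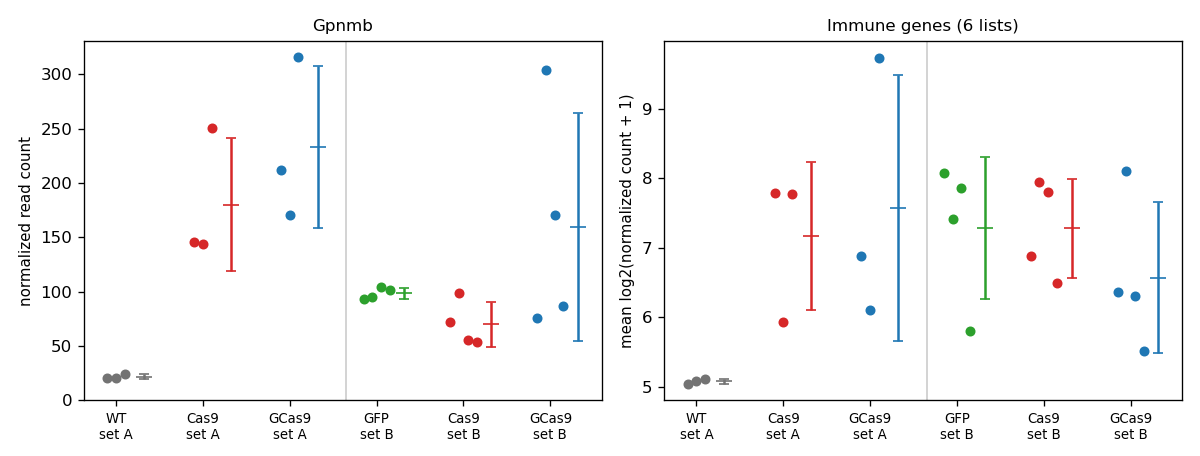
Normalized read counts of Gpnmb (left) and the mean log2(normalized count + 1) of the immune genes of 6 lists (right) in each library of the 6 groups, with group means and SD as bars beside the points. The 6 lists are the interferon, class I, class II, T and NK, B cell and activated microglia and macrophage lists. Gpnmb was at 20.2 to 24.7 in WT and at 144 to 251 in Cas9 of set A. Levels are comparable within a set only.

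Of 25 activated microglia and macrophage genes tested, all 25 were higher with Cas9, by a median of 1.71 log2 units. 1 of them passed when adjusted over all genes and 18 when adjusted over the list alone. Lyz2, the lysozyme of macrophages, was at 1060 ± 409 against 130.5 ± 26.6 (log2 fold change 2.96 ± 0.42, SE), and Cst7 and Clec7a were higher by 4.41 ± 0.75 and 3.16 ± 0.57, the WT group holding 8 and 18 reads of them in total. General microglia markers were higher in 20 of 20 (median 0.6, 12 adjusted over the list alone), among them Trem2 (0.89 ± 0.18) and Tyrobp (0.98 ± 0.27), and Aif1 was higher by 0.79 ± 0.42. Both lists were called by camera (adjusted p = 6.16e-17 and 6.55e-10), but not when the correlation between genes was estimated (adjusted p = 0.44 with an estimated correlation for each).

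Reactive astrocyte genes were higher in 27 of 28 (median 1.15, camera adjusted p = 4.83e-09; adjusted p = 0.44 with an estimated correlation), with 2 members past the threshold when adjusted over the list alone and 0 over all genes. Gfap, the intermediate filament of astrocytes, was at 8873 ± 3672 against 1497 ± 238.5 (2.47 ± 0.53), and Serpina3n, a secreted protease inhibitor, was higher by 3.49 ± 0.62. General astrocyte markers differed less (17 of 18 higher, median 0.17, camera adjusted p = 0.000175; adjusted p = 0.44 with an estimated correlation), with S100b higher by 0.48 ± 0.11 and Aqp4 by 0.72 ± 0.24.

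Immune lists were higher as well. Interferon-stimulated genes were higher in 36 of 36 (median 2.06), class I antigen presentation genes in 20 of 20 (median 1.92), class II genes in 9 of 10 (median 3.15), T and NK markers in 20 of 23 (median 1.88), B and plasma cell markers in 9 of 10 (median 2.79) and complement genes in 15 of 16 (median 1.11). All 6 were called by camera (adjusted p from 4.83e-09 to 0.000169), and none when the correlation was estimated (adjusted p = 0.44 with an estimated correlation for each). Adjusted over the list alone, 6 class II, 3 B cell and 3 complement genes passed and 0 of the other 3 lists, against 0 adjusted over all genes. The immune genes as a whole are those of the interferon, class I, class II, T and NK, B cell and activated microglia and macrophage lists, without complement. The mean log2 level of the immune genes was 7.79, 5.94 and 7.78 in Cas9 replicates 1 to 3. In WT it was 5.04 to 5.11. The size of the rise therefore rested mainly on Cas9 replicates 1 and 3. The class II gene H2-Aa was at 876 ± 552 against 13.8 ± 7.545 (5.71 ± 0.99), and Cd74, the invariant chain, was higher by 5.44 ± 1.03. Among the others were H2-D1 (2.79 ± 0.92), H2-K1 (2.39 ± 0.97), Gbp2 (2.39 ± 0.99), Isg15 (2.2 ± 1.5), Ptprc (1.88 ± 0.7), C4b (2.3 ± 0.68) and C3ar1 (1.46 ± 0.35). Immunoglobulin transcripts were at low levels in WT, with Igkc higher by 4.96 ± 1.33 and Ighg3 by 7.16 ± 1.02, where WT held 11 reads in total. Cd8a, a marker of cytotoxic T cells, was at 10.9 ± 9.63 against 0.33 ± 0.571 (SD, n = 3 each), the latter 1 read in all.

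Oligodendrocyte markers were higher in 18 of 18 (median 0.48, 16 adjusted over the list alone and 0 over all genes, camera adjusted p = 7.02e-10; adjusted p = 0.44 with an estimated correlation). Mal was at 11360 ± 2573 against 7482 ± 942 (0.59 ± 0.16), and Mobp and Ermn, of the myelin sheath, were higher by 0.51 ± 0.15 and 0.61 ± 0.18. Their scores overlapped between the groups (exact permutation p = 0.2). Endothelial markers were higher in 16 of 16 (median 0.33), with Abcb1a, a transporter of the blood-brain barrier, higher by 0.34 ± 0.07. Mural and meningeal markers were higher in 18 of 18 (median 0.38) and oligodendrocyte precursor markers in 9 of 11 (median 0.13). Unfolded protein response genes were higher in 21 of 24 (median 0.19), with Manf higher by 1.27 ± 0.26, and lysosome genes in 24 of 30 (median 0.24), with Ctsd higher by 0.96 ± 0.26. Ribosomal protein genes were higher in 62 of 76 (median 0.07), and mitochondrially encoded transcripts in 7 of 7 (median 0.14), which became lower by 0.06 with quantile normalization. These 7 lists were called by camera (adjusted p from 5.36e-07 to 0.0114), with adjusted p from 0.44 to 0.5 with an estimated correlation. Adjusted over the list alone, 2 precursor, 1 endothelial and 1 unfolded protein response gene passed, against 0 over all genes. Without Cas9 replicate 1 the oligodendrocyte median was 0.31 and the mural median 0.18. Ependymal and choroid plexus markers had a median of 1.79 (10 of 14 higher, camera adjusted p = 0.0335; adjusted p = 0.64 with an estimated correlation), which rested on Cas9 replicate 1. Ttr was at 280200 in that library against at most 1817 in the others of its group, and the list's median was -0.07 without it.

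Neuronal lists were lower by small amounts. Synaptic vesicle genes were lower in 25 of 27 (median -0.14), GABA genes in 22 of 22 (median -0.14), ion channel genes in 35 of 41 (median -0.13), glutamate receptor and postsynaptic genes in 24 of 29 (median -0.12), pan-neuronal genes in 15 of 18 (median -0.15), medium spiny neuron genes in 26 of 31 (median -0.09), interneuron markers in 14 of 18 (median -0.13), early genes in 15 of 22 (median -0.17) and cortical markers in 12 of 15 (median -0.25). These 9 lists were called lower by camera (adjusted p from 4.88e-05 to 0.0147), with adjusted p from 0.44 to 0.64 with an estimated correlation. Of their members, 0 passed when adjusted over the list alone or over all genes. Without Cas9 replicate 1, 4 lists were called lower in place of 9. Stx1a and Sv2b, of the release machinery, were lower at -0.37 ± 0.1 and -0.37 ± 0.11, and Slc32a1, Gpr6 and Fosb had log2 fold changes of -0.22 ± 0.08, -0.22 ± 0.08 and -0.49 ± 0.13. Of the identity genes of medium spiny neurons, Ppp1r1b (DARPP-32) was at 62170 ± 5827 against 66220 ± 1874 (-0.1 ± 0.11). Drd1 (Drd1a in the table), Drd2, Penk and Tac1 differed by -0.14 ± 0.09, -0.1 ± 0.09, -0.06 ± 0.12 and -0.1 ± 0.11, the neuronal marker Rbfox3 by -0.16 ± 0.08, Gmnn by -0.2 ± 0.13 and the p53 target Cdkn1a by 0.18 ± 0.19. None of them passed, and the signs of Ppp1r1b, Drd2, Penk and Tac1 turned with array weights.

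In all, limma called 1 of 15924 genes, with 1882 at an unadjusted p under 0.05 (982 higher, 900 lower) where chance gives 796. The WT and Cas9 libraries did not overlap in 19.6% of genes, where chance gives 10%. DESeq2 called 116 genes (95 higher, 21 lower) and edgeR called 0. The genes of smallest p after Gpnmb were Pla2g7 (0.5 ± 0.06), Ednrb (0.42 ± 0.06), Lyz2 and Ighg3, each with limma adjusted p = 0.2 and so not past the threshold. Gpnmb kept its direction but lost its call without any 1 WT library (adjusted p of 0.26 to 0.41), without Cas9 replicate 1 (0.13) or replicate 3 (0.099), and with edgeR (0.094).

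The second comparison set GCas9 against WT in set A, asking the same question for the modified nuclease. Immune, activated microglia and reactive astrocyte lists were again higher, with a wide spread between the 3 GCas9 libraries, while general astrocyte, oligodendrocyte and precursor markers (medians of 0, -0.01 and -0.07) were not called. With an estimated correlation 0 of the 24 lists called by camera, higher or lower, were called (smallest adjusted p = 0.38). Gpnmb was again the 1 gene past the threshold, at 232.7 ± 74.6 against 21.9 ± 2.48 (SD, n = 3 each), a log2 fold change of 3.31 ± 0.28 (SE, limma adjusted p = 0.014). Cell cycle and p53 lists were called higher here by camera. The neuronal lists called lower differed by at most 0.14 log2 units in the median. None of these lists was called with an estimated correlation (adjusted p = 0.38 for the cell cycle and p53 lists, 0.38 to 0.56 for the neuronal lists). With quantile normalization 2 lists of any kind were called lower in place of 8, so most of the neuronal calls depended on the scaling.

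Activated microglia and macrophage genes were higher in 24 of 25 (median 2.21), 20 adjusted over the list alone and 1 over all genes (camera adjusted p = 5.68e-22; adjusted p = 0.38 with an estimated correlation). Lyz2 was at 1105 ± 585 (2.94 ± 0.42), Itgax was higher by 3.26 ± 0.62 and Cst7 by 5.03 ± 0.75. Microglia markers were higher in 20 of 20 (median 0.53, camera adjusted p = 1.22e-08), with 0 members adjusted over the list alone and adjusted p = 0.38 with an estimated correlation, and Aif1 was higher by 1.05 ± 0.42. Reactive astrocyte genes were higher in 26 of 28 (median 1.25, 4 adjusted over the list alone, camera adjusted p = 2.41e-12; adjusted p = 0.38 with an estimated correlation). Serpina3n was at 2475 ± 2715 against 108 ± 19.5 (3.92 ± 0.62) and Gfap at 10350 ± 8857 (2.48 ± 0.53).

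Interferon-stimulated genes were higher in 36 of 36 (median 2.89, 1 adjusted over the list alone), class I genes in 20 of 20 (median 2.45, 0), class II genes in 10 of 10 (median 3.37, 6), T and NK markers in 21 of 23 (median 1.88, 0), B cell markers in 9 of 10 (median 2.84, 8) and complement genes in 14 of 16 (median 1.18, 8). The counts in brackets are of members adjusted over the list alone, against 0 adjusted over all genes. Camera called all 6 (adjusted p from 6.27e-18 to 2.19e-06), and none with an estimated correlation (adjusted p = 0.38 with an estimated correlation, 0.41 for T and NK markers). H2-Aa was at 1682 ± 2079 against 13.8 ± 7.545 (6.07 ± 0.99) and Cd74 was higher by 5.77 ± 1.03. H2-D1, H2-K1, C4b, C3, Igkc and Ptprc were higher by 2.89 ± 0.92, 2.7 ± 0.97, 2.52 ± 0.68, 3.42 ± 1.14, 5.1 ± 1.33 and 2.21 ± 0.7. Isg15 was at 73.8, 25.9 and 2991 in the 3 libraries (3.25 ± 1.5), and Zbp1 at 406 ± 650 against 2.57 ± 1.57 (4.81 ± 1.49), where WT held 8 reads in total. Cd8a was at 30.1 ± 44.5 (SD, n = 3). The interferon score of replicate 3 was 10.82, against 7.19 and 5.87 in the other GCas9 libraries and 4.92 to 5.12 in WT. Without replicate 3 the medians were 1.37 for interferon-stimulated genes, 1.22 for class I, 0.44 for T and NK, 1.55 for B cell, 0.67 for complement, 0.7 for reactive astrocyte, 0.3 for microglia, 1.23 for activated microglia and 0.12 for cell cycle genes.

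Cell cycle genes were higher in 29 of 31 (median 0.43, camera adjusted p = 9.82e-08; adjusted p = 0.38 with an estimated correlation), with 0 members adjusted over the list alone. Ccna2, a cyclin of S and G2 phase, was at 225 ± 38.4 against 155 ± 13.4 (0.52 ± 0.17) and Top2a was higher by 0.92 ± 0.36. The p53 and DNA damage list was higher in 25 of 32 (median 0.11, 1 adjusted over the list alone, camera adjusted p = 4.63e-05; adjusted p = 0.38 with an estimated correlation). Ccng1 was at 1278 ± 134 against 834 ± 83.4 (0.61 ± 0.13), Cdkn1a at 555 ± 174 against 328 ± 13.5 (0.71 ± 0.19) and Trp53inp1 was higher by 0.71 ± 0.23. Unfolded protein response genes were higher in 21 of 24 (median 0.22), ribosomal protein genes in 70 of 76 (median 0.12, 3 adjusted over the list alone), neuronal injury genes in 11 of 15 (median 0.11), lysosome genes in 21 of 30 (median 0.11) and ependymal and choroid plexus markers in 14 of 14 (median 0.72). These 5 lists had camera adjusted p from 1e-12 to 0.0255 and adjusted p from 0.38 to 0.6 with an estimated correlation. Atf3, a stress-induced transcription factor, was at 52.7 ± 35.7 against 16.5 ± 0.717 (1.43 ± 0.42), and Rpl30 was higher by 0.25 ± 0.05.

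Ion channel genes were lower in 40 of 41 (median -0.14), synaptic vesicle genes in 26 of 27 (median -0.13), medium spiny neuron genes in 31 of 31 (median -0.1), pan-neuronal genes in 18 of 18 (median -0.1), glutamate genes in 27 of 29 (median -0.1) and GABA genes in 20 of 22 (median -0.09). These 6 and 2 more, nuclear oxidative phosphorylation (47 of 73 lower, median -0.01) and red cell transcripts (5 of 5 lower, median -0.57), were called lower (camera adjusted p from 8.16e-08 to 0.0451; adjusted p from 0.38 to 0.74 with an estimated correlation), but oxidative phosphorylation was not called with a replicate block (camera adjusted p = 0.0632) or with quantile normalization, where the direction of camera turned (adjusted p = 0.46), and its median was 0.01 without GCas9 replicate 3. Slc6a11, a GABA transporter, was at 2300 ± 66.6 against 2757 ± 106 (-0.26 ± 0.05) and was the 1 member of these 8 lists past the threshold when adjusted over the list alone. Kcnc2 and Cplx1 differed by -0.5 ± 0.14 and -0.21 ± 0.06, Ppp1r1b by -0.14 ± 0.11, Drd1 by -0.1 ± 0.09, Drd2 by -0.17 ± 0.09, Penk by -0.06 ± 0.12, Tac1 by -0.04 ± 0.11, Rbfox3 by -0.13 ± 0.08 and Gmnn by -0.04 ± 0.13. None of these passed over all genes. The signs of Penk and Tac1 turned with quantile normalization and that of Gmnn with array weights. With quantile normalization 2 lists were called lower in place of 8.

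In all, limma called 1 of 15924 genes, with 1078 at an unadjusted p under 0.05 (707 higher, 371 lower) where chance gives 796. DESeq2 called 218 (202 higher, 16 lower) and edgeR called 1. Libraries did not overlap in 16.2% of genes, where chance gives 10%. Lyz2, Cst7, Serpina3n and H2-Aa, next after Gpnmb, had limma adjusted p = 0.38. Gpnmb lost its call without any 1 WT library (adjusted p of 0.11 to 0.18) or without GCas9 replicate 1 (0.14). With a replicate block limma called 2 genes, Gpnmb and the immunoglobulin gene Ighv2-9 (209.7 ± 257.6 against 1.648 ± 2.854, 5 reads in WT in total, adjusted p = 0.0023), the latter outside the naming rule and so chosen after its values were seen.

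Across genes, the log2 fold changes of Cas9 and GCas9 against WT had a Pearson r of 0.85. Genes are not independent replicates, and the shared WT libraries alone gave an r of 0.499 in simulated data, with a covariance of 0.0522 against 0.234 observed. At an unadjusted p under 0.05, 365 genes were higher in both comparisons and 172 lower in both. The shared WT libraries raise such counts by chance alone, and of 100 regroupings of the 9 libraries, the real one included, 2 and 6 gave as many (highest other 1024 and 1634, median of the others 38 and 34).

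The third comparison set GCas9 against Cas9 directly in set A, which bears on whether the modified protein leaves a different transcript profile. Oligodendrocyte markers were lower with GCas9 in 18 of 18 (median -0.45) and cell cycle genes were higher in 30 of 31 (median 0.48), while neuronal identity genes differed little, and 0 of the 10 lists called by camera were called with an estimated correlation (smallest adjusted p = 0.56). Mobp was at 30100 ± 849 with GCas9 and 45110 ± 10060 with Cas9 (-0.56 ± 0.15), and Mal at 7344 ± 792 and 11360 ± 2573 (-0.61 ± 0.16). Ccna2 was at 225 ± 38.4 and 141.5 ± 24.8 (0.67 ± 0.17). No single gene passed the threshold.

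**Figure D2:**
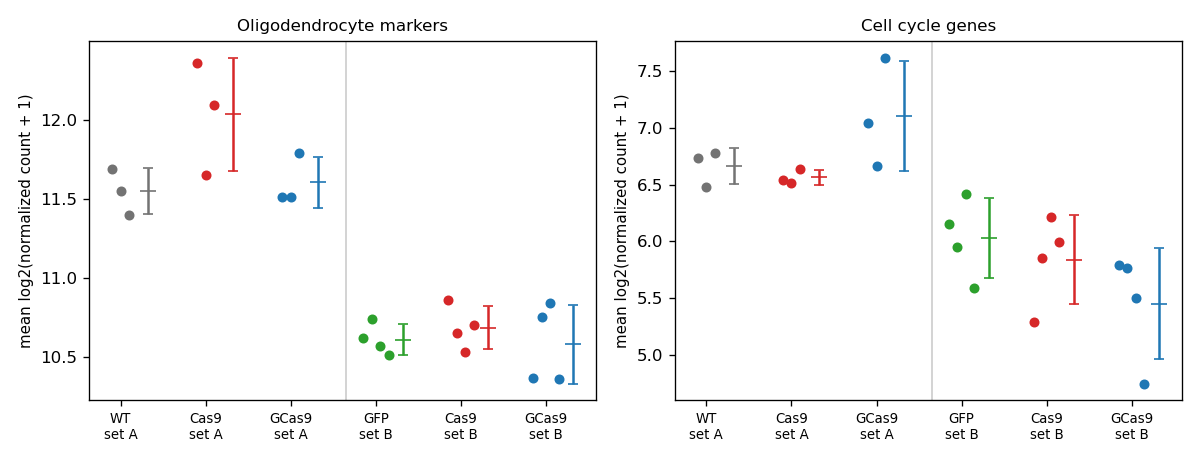
Scores (mean log2(normalized count + 1)) of 18 oligodendrocyte markers (left) and of the cell cycle genes (right) in each library, with group means and SD as bars beside the points. In set A the cell cycle scores were 6.66 to 7.62 in GCas9 and 6.51 to 6.64 in Cas9, and the oligodendrocyte scores overlapped.

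Of the oligodendrocyte markers, 10 passed when adjusted over the list alone and 0 over all genes (camera adjusted p = 6.2e-13; adjusted p = 0.56 with an estimated correlation), and the scores overlapped (11.51 to 11.79 against 11.65 to 12.36, exact permutation p = 0.2, smallest possible 0.1). The median was -0.3 without Cas9 replicate 1. Ugt8a, an enzyme of myelin lipid synthesis, differed by -0.55 ± 0.14. Precursor markers were lower in 10 of 11 (median -0.3, 4 adjusted over the list alone, camera adjusted p = 5.12e-06; adjusted p = 0.56 with an estimated correlation), with Olig2 at -0.41 ± 0.1 and Olig1 at -0.38 ± 0.1. Endothelial markers were lower in 15 of 16 (median -0.21, 2 adjusted over the list alone, Tek at -0.39 ± 0.09), mural markers in 16 of 18 (median -0.23) and astrocyte markers in 14 of 18 (median -0.13, Gjb6 at -0.45 ± 0.12). Nuclear oxidative phosphorylation genes were lower in 60 of 73 (median -0.06) and mitochondrially encoded ones in 7 of 7 (median -0.14, but 0.11 with quantile normalization). These 5 lists had camera adjusted p from 2.4e-06 to 0.00425 and adjusted p from 0.56 to 0.99 with an estimated correlation. The mural median of Cas9 against WT (0.38) also fell without Cas9 replicate 1, and that of GCas9 against WT was 0.15. The mural difference may therefore rest largely on that library. Without the 3 libraries of high choroid plexus markers, 21 lists were called in place of 10.

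The cell cycle list had 0 members past the threshold when adjusted over the list alone (camera adjusted p = 3.12e-12; adjusted p = 0.56 with an estimated correlation), though its scores did not overlap (exact permutation p = 0.1, the smallest possible). Scores did not overlap for 2 of the 37 lists, where chance gives 10% of lists, so this does not set the cell cycle list apart from chance. The median was 0.24 without GCas9 replicate 3. Top2a was higher by 1.23 ± 0.36, Rrm2 by 1.09 ± 0.34 and Mcm5 by 0.54 ± 0.16. Gmnn itself, whose transcript would be read from the mouse gene on chromosome 13 (24751845 to 24761923), was at 99.65 ± 10.6 and 88.7 ± 2.89 (0.16 ± 0.13). Cdkn1a was higher by 0.53 ± 0.19. Ribosomal protein genes were higher in 66 of 76 (median 0.05, camera adjusted p = 0.00683) and interferon-stimulated genes in 35 of 36 (median 0.77, camera adjusted p = 0.0234), each with adjusted p = 0.99 with an estimated correlation. The interferon median was -0.64 without GCas9 replicate 3 and 0.09 without Cas9 replicate 2.

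Limma called 0 of 15924 genes (smallest adjusted p = 0.89), with 868 at an unadjusted p under 0.05 where chance gives 796. EdgeR called 0 and DESeq2 called 4, all lower. Libraries did not overlap in 8.8% of genes, where chance gives 10%. Among the genes of smallest p were Slc6a11 (-0.26 ± 0.05), Dnajb2 (-0.29 ± 0.06), Kntc1 (1.61 ± 0.33) and Nfasc (-0.33 ± 0.07), none of which passed.

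In set B, Cas9 was set against GFP, which asks what Cas9 adds to virus carrying another protein. Immune transcripts did not separate these groups, with mean immune levels per library of 5.81 to 8.08 with GFP and 6.49 to 7.95 with Cas9. The lowest was GFP replicate 4, where the other GFP libraries were at 7.41 to 8.08. Without GFP replicate 4, 5 lists of any kind were called lower with Cas9 in place of 1. Nuclear oxidative phosphorylation genes were higher with Cas9 in 70 of 73 (median 0.21) and ribosomal protein genes in 76 of 76 (median 0.22), both short and abundant transcripts, and no gene passed the threshold. With an estimated correlation 0 of the 10 lists called by camera were called (smallest adjusted p = 0.83). Egln1, an oxygen-sensing hydroxylase, was at 881 ± 271 with Cas9 and 419 ± 58.6 with GFP (SD, n = 4 each), a log2 fold change of 1.02 ± 0.2. Medium spiny neuron genes differed by a median of 0.01. The labels do not give the sex of the animals, and with a covariate for the Y-linked gene Ddx3y 7 lists were called in place of 10 here, and 20 in place of 17 for GCas9 against GFP.

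The oxidative phosphorylation list had a camera adjusted p = 4.31e-20 and the ribosomal list 1.23e-18 (adjusted p = 0.83 with an estimated correlation for each), with 0 members past the threshold adjusted over the list alone or over all genes. The scores of both lists did not overlap between the groups (exact permutation p = 0.0286 each, the smallest possible). Scores did not overlap for 3 of the 37 lists, where chance gives 2.86% of lists. Ndufa11 was at 1061 ± 90.2 against 820 ± 69.6 (0.37 ± 0.11) and Uqcrq was higher by 0.42 ± 0.13. Rps27a and Rpl15 were higher by 0.49 ± 0.16 and 0.25 ± 0.08. All Cas9 libraries were shallower than all GFP libraries, and with a trend on transcript length removed 4 lists were called in place of 10. The oxidative phosphorylation and ribosomal lists were among the 4, with medians of 0.13 and 0.15 (camera adjusted p = 2.2e-11 and 5.4e-11), down from 0.21 and 0.22. With reads thinned to equal depth 9 lists were called (8 higher, 1 lower). Thinning keeps the expected level of a gene, so depth stays open. Mitochondrially encoded transcripts were higher in 7 of 7 (median 0.3), proteasome genes in 26 of 32 (median 0.08, Psmb3 by 0.22 ± 0.08), red cell transcripts in 5 of 5 (median 0.44, Hba-a2 by 0.88 ± 0.32), mural markers in 12 of 17 (median 0.11, Vtn by 0.18 ± 0.06), endothelial markers in 12 of 16 (median 0.11) and astrocyte markers in 14 of 18 (median 0.08, Cldn10 by 0.34 ± 0.12). Ependymal and choroid plexus markers were higher in 9 of 13 (median 0.52), with Ttr at 9771 in Cas9 replicate 1 and at most 495 in the others. GABA genes were lower in 18 of 22 (median -0.07, Slc32a1 at -0.3 ± 0.11). These 8 lists had camera adjusted p from 0.000581 to 0.0393 and adjusted p = 0.83 with an estimated correlation. With the length trend removed astrocyte and mural markers kept their call. Proteasome (median 0.02), GABA (-0.03), endothelial (0.08), ependymal (0.52), mitochondrially encoded (0.2) and red cell lists (0.31) lost it (camera adjusted p from 0.06 to 0.46).

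Interferon-stimulated genes differed by a median of -0.11, class I genes by 0.01 and class II genes by -0.06, and none of the 3 lists was called. The interferon score of GFP replicate 4 was 5.82, against 8.36 to 8.71 in the other GFP libraries. These small medians may therefore rest on that library. Isg15 was at 456 ± 447 with Cas9 and 403 ± 252 with GFP (-0.15 ± 1.05), H2-K1 at 2767 ± 1157 and 2884 ± 1553 (0.09 ± 0.6) and Gfap at 4896 ± 1288 and 5593 ± 2034 (-0.14 ± 0.45). The signs of Isg15 and H2-K1 turned in edgeR and DESeq2. Ppp1r1b, Penk and Gmnn were higher by 0.1 ± 0.1, 0.23 ± 0.12 and 0.32 ± 0.17. Limma called 0 of 15428 genes (smallest adjusted p = 0.53), with 963 at an unadjusted p under 0.05 (498 higher, 465 lower) where chance gives 771. EdgeR called 0 and DESeq2 called 14 (13 higher, 1 lower). Libraries did not overlap in 4.7% of genes, where chance gives 2.86%. The smallest p values were those of AI462493 (0.53 ± 0.09), Cul3 (0.71 ± 0.13), Qk (0.98 ± 0.19), Egln1 and Khdrbs3 (1.57 ± 0.32), none of which passed.

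GCas9 was set against GFP in the same set. Of the named genes Egln1 and Khdrbs3, an RNA-binding protein, were higher with GCas9 and came nearest to the threshold, cortical neuron and mural cell markers were higher, and interferon, antigen presentation and cell cycle lists were lower, with no single gene past the threshold. With an estimated correlation 0 of the 17 lists called by camera were called (smallest adjusted p = 0.32), and the scores of the lower lists overlapped. Egln1 (chromosome 8, 124908587 to 124949324) was at 1052 ± 173 against 419 ± 58.6 (1.32 ± 0.2), and Khdrbs3 (chromosome 15, 68928420 to 69101211) at 428 ± 130.5 against 97.6 ± 18.5 (2.08 ± 0.32), each with limma adjusted p = 0.065 (SD, n = 4 each).

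**Figure D3:**
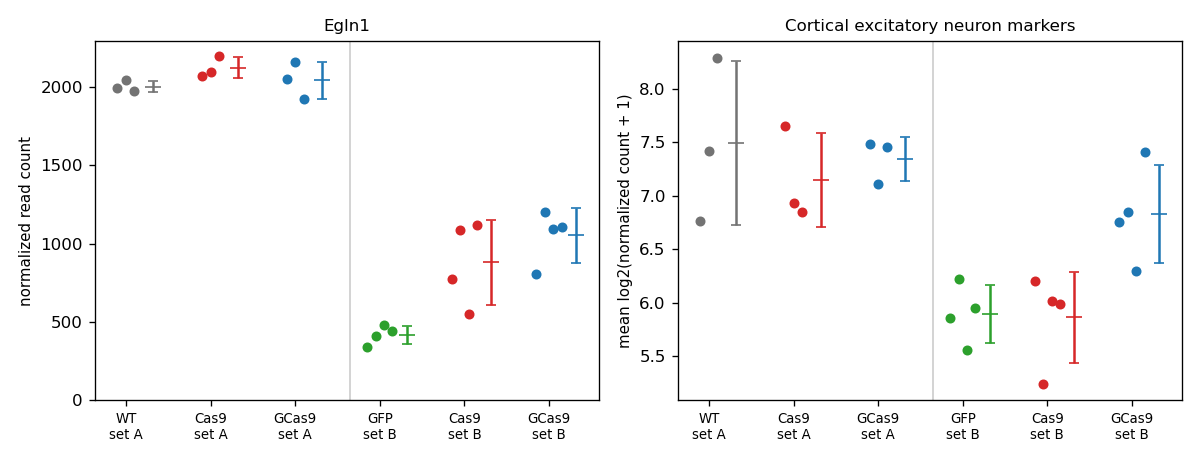
Normalized read counts of Egln1 (left) and scores (mean log2(normalized count + 1)) of cortical excitatory neuron markers (right) in each library, with group means and SD as bars beside the points. In set B Egln1 was at 342 to 480 in GFP and at 549 to 1117 in Cas9, and the cortical scores of GCas9 (6.3 to 7.41) lay above those of Cas9 and GFP.

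Cortical excitatory neuron markers were higher in 11 of 13 (median 0.29, mean 0.93, 4 adjusted over the list alone and 0 over all genes, camera adjusted p = 3.09e-05; adjusted p = 0.64 with an estimated correlation), with no overlap of scores (exact permutation p = 0.0286, the smallest possible). Scores did not overlap for 2 of the 37 lists, where chance gives 2.86% of lists, so this is weak evidence for any 1 list. Slc17a7, the vesicular glutamate transporter of cortical neurons, was at 366 ± 311 against 50.4 ± 22.6 (2.5 ± 0.6). Slc30a3 was higher by 2.14 ± 0.58 and Neurod6 by 2.53 ± 0.56, where GFP held 14 reads in total. Mural and meningeal markers were higher in 16 of 17 (median 0.3, 1 adjusted over the list alone, camera adjusted p = 4.77e-05; adjusted p = 0.32 with an estimated correlation), and Vtn was at 908 ± 34.4 against 721 ± 31.7 (0.33 ± 0.06). Oxidative phosphorylation genes were higher in 71 of 73 (median 0.16, Cox4i1 by 0.26 ± 0.08), ribosomal protein genes in 72 of 76 (median 0.13), proteasome genes in 25 of 32 (median 0.05), cholesterol synthesis genes in 20 of 22 (median 0.12), endothelial markers in 12 of 16 (median 0.15), astrocyte markers in 15 of 18 (median 0.07), medium spiny neuron genes in 25 of 31 (median 0.08) and pan-neuronal genes in 15 of 18 (median 0.1). These 8 had camera adjusted p from 4.19e-12 to 0.024 and adjusted p = 0.8 with an estimated correlation.

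Interferon-stimulated genes were lower with GCas9 in 36 of 36 (median -1.08), class I genes in 20 of 20 (median -0.84), class II genes in 9 of 9 (median -0.54), B cell markers in 8 of 9 (median -1.13), complement genes in 14 of 15 (median -0.24), reactive astrocyte genes in 22 of 27 (median -0.39) and cell cycle genes in 26 of 29 (median -0.53). These 7 lists had camera adjusted p from 2.68e-07 to 0.0325 and adjusted p = 0.8 with an estimated correlation, and their scores overlapped between the groups (exact permutation p from 0.114 to 0.457). B2m, Isg15, H2-K1, Igj and Gfap differed by -0.84 ± 0.52, -1.66 ± 1.05, -0.84 ± 0.6, -1.65 ± 0.78 and -0.52 ± 0.45, and Ccna2 was at 71.55 ± 9.1 against 115 ± 16.5 (-0.68 ± 0.15). Without GCas9 replicate 4 the medians were -0.53 for interferon-stimulated genes, -0.44 for class I and -0.25 for cell cycle genes. Other libraries pulled the other way. The mean immune level was 8.1 in GCas9 replicate 2 (others 5.51 to 6.37) and 5.81 in GFP replicate 4 (others 7.41 to 8.08). Leaving out either would widen the difference in that mean. Ccna2 was the 1 cell cycle gene past the threshold adjusted over the list alone. Ppp1r1b, Penk and Gmnn were higher by 0.14 ± 0.1, 0.25 ± 0.12 and 0.29 ± 0.17. With the cortical score as a covariate, which itself separates GCas9 from GFP, 2 lists were called in place of 17, and the medians turned to 0.23 for interferon-stimulated, 0.29 for class II, 0.12 for complement and 0.13 for reactive astrocyte genes.

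Limma called 0 of 15428 genes, with 999 at an unadjusted p under 0.05 (573 higher, 426 lower) where chance gives 771. EdgeR called 0 and DESeq2 called 41 (37 higher, 4 lower). Libraries did not overlap in 4.2% of genes, where chance gives 2.86%. Level with Egln1 and Khdrbs3 was Gm11973 (1.69 ± 0.25, limma adjusted p = 0.065), a gene model outside the naming rule and so chosen after its values were seen. Next were Cul3 (0.77 ± 0.13), Git1 (0.79 ± 0.13) and Fam120a (1.16 ± 0.2), none of which passed. With a replicate block Khdrbs3, Egln1 and Cul3 passed (limma adjusted p = 0.0042, 0.026 and 0.026), but the numbers were not taken to pair these libraries. Across genes, the log2 fold changes of Cas9 and GCas9 against GFP had an r of 0.493, which the shared GFP libraries alone gave in simulated data (0.504). With the GFP libraries split between the comparisons the mean r over 6 splits was 0.012 (-0.265 to 0.218).

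GCas9 was set against Cas9 in set B. Cortical markers were higher with GCas9 and interferon, class I, lymphocyte and ependymal markers were lower, with no gene past the threshold. With an estimated correlation 0 of the 13 lists called by camera were called (smallest adjusted p = 0.64), and the scores overlapped for all but the cortical list. That is 1 of the 37 lists, where chance gives 2.86% of lists, so it does not set the cortical list apart from chance. Slc17a7 was at 366 ± 311 with GCas9 and 46.9 ± 18.7 with Cas9 (2.58 ± 0.6, SE). Oligodendrocyte markers were lower in 15 of 18 by a median of -0.08, against -0.45 in set A. Cortical markers were higher in 12 of 13 (median 0.28, mean 0.96, 5 adjusted over the list alone and 0 over all genes, camera adjusted p = 1.43e-06; adjusted p = 0.64 with an estimated correlation), among them Nrn1 (1.91 ± 0.53) and Neurod6 (2.59 ± 0.56, 13 reads in Cas9 in total), and their scores did not overlap (exact permutation p = 0.0286; swaps within the pairs of libraries allow no p under 0.125). Pan-neuronal genes were higher in 16 of 18 (median 0.07), glutamate genes in 21 of 29 (median 0.08) and ion channel genes in 27 of 40 (median 0.07). Lower were interferon-stimulated genes in 36 of 36 (median -0.91, Irf9 at -1.11 ± 0.53), class I genes in 20 of 20 (median -0.84, B2m at -1.06 ± 0.52), T and NK markers in 17 of 19 (median -0.71), B cell markers in 9 of 9 (median -1.56, Cd79a at -2.12 ± 0.8), ependymal markers in 13 of 13 (median -0.82, Foxj1 at -0.75 ± 0.28), cell cycle genes in 26 of 29 (median -0.25, Ccnb1 at -1.23 ± 0.5), ribosomal protein genes in 65 of 76 (median -0.11) and oxidative phosphorylation genes in 57 of 73 (median -0.07, but 0.04 without GCas9 replicate 1). These 11 lists and the oligodendrocyte list had camera adjusted p from 9.46e-07 to 0.034 and adjusted p from 0.73 to 0.94 with an estimated correlation, and their scores overlapped. The ependymal score of Cas9 replicate 1 was 7.59, against 5.57 to 5.88 in the other Cas9 libraries. The ependymal median may therefore rest in part on that library. With a replicate block, mural (median 0.08), class II (-0.6), complement (-0.22) and mitochondrially encoded genes (-0.18) were also called (camera adjusted p from 0.0277 to 0.0473; adjusted p = 0.81 with an estimated correlation). Without GCas9 replicate 4 the cortical, interferon and class I medians were 0.12, -0.35 and -0.35. Leaving out GCas9 replicate 2, the library of highest immune level in its group, gave 24 lists in place of 13. Leaving out replicate 1 gave 6 lists and replicate 4 gave 9. The interferon and class I medians became 0.4 and 0.09 with the cortical score as a covariate. Limma called 0 of 15428 genes, with 592 at an unadjusted p under 0.05 where chance gives 771, and edgeR and DESeq2 called 0 each. Libraries did not overlap in 2% of genes, where chance gives 2.86%. Among the smallest p values were those of Neurod6, Cplx3 (2.14 ± 0.47, 19 reads in Cas9 in total), Kcnj9 (0.41 ± 0.09) and B3gat1 (0.39 ± 0.09), none of which passed.

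Over both sets, the mean difference between GCas9 and Cas9 was lower for oligodendrocyte markers in 18 of 18 (median -0.28, 10 adjusted over the list alone and 0 over all genes, camera adjusted p = 2.35e-16; adjusted p = 0.36 with an estimated correlation) and higher for cortical markers in 14 of 14 (median 0.22, 1 adjusted over the list alone, camera adjusted p = 0.000104; adjusted p = 0.37 with an estimated correlation). Ugt8a, Mal and Mobp differed by -0.4 ± 0.11, -0.28 ± 0.09 and -0.3 ± 0.1, Olig2 by -0.29 ± 0.07, and Neurod6 and Slc17a7 by 1.91 ± 0.48 and 1.62 ± 0.55. Gmnn differed by 0.07 ± 0.11. Precursor markers (median -0.12), endothelial (-0.08), astrocyte (-0.04), ependymal (-0.74), B cell (-0.76), oxidative phosphorylation (-0.06) and mitochondrially encoded genes (-0.16) were also called lower (camera adjusted p from 0.000104 to 0.0309; adjusted p from 0.36 to 0.97 with an estimated correlation). The ependymal median became 0.12 without Cas9 replicate 1 of set A. With a replicate block, pan-neuronal (median 0.05), GABA (0.05), ribosomal protein (-0.03) and red cell genes (-0.31) were also called. Their camera adjusted p ran from 0.0349 to 0.0493, and from 0.82 to 0.91 with an estimated correlation. For GCas9 and Cas9 the numbers were taken to pair the libraries in set B only. Limma called 0 of 16094 genes (smallest adjusted p = 0.111), with 598 at an unadjusted p under 0.05 where chance gives 805, and edgeR and DESeq2 called 0 each. The smallest adjusted p was that of Gm20721, a gene model outside the naming rule and so chosen after its values were seen. Of the named genes with smallest p, Neurl1b (0.38 ± 0.09), Kcnj9 (0.25 ± 0.06), Manf (-0.55 ± 0.13), Lpar1 (-0.4 ± 0.1) and Neurod6, none passed. Across genes, the log2 fold changes of GCas9 against Cas9 in set A and in set B had an r of -0.193. They had the same sign in 49.2% of genes. At an unadjusted p under 0.05, 8 genes were higher in both sets (7.6 expected) and 5 lower in both (7.4 expected).

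The difference between GCas9 and Cas9 was itself compared between the sets (set B minus set A). It was lower in set B for cell cycle genes in 30 of 31 (median -0.69, camera adjusted p = 1.91e-13; adjusted p = 0.4 with an estimated correlation) and interferon-stimulated genes in 36 of 36 (median -1.74, camera adjusted p = 3.41e-07; adjusted p = 0.86 with an estimated correlation). Oligodendrocyte markers were higher in 17 of 18 (median 0.32, camera adjusted p = 7.55e-07; adjusted p = 0.56 with an estimated correlation). Ccna2, the 1 cell cycle gene past the threshold adjusted over the list alone, differed by -1.06 ± 0.23. Without GCas9 replicate 3 of set A the cell cycle and interferon medians were -0.36 and -0.21. Irf9 differed by -1.65 ± 0.94, Mal by 0.67 ± 0.18, Bcas1 by 0.62 ± 0.17, Vtn by 0.31 ± 0.11 and Nrn1 by 2.45 ± 0.93. Limma called 0 of 16094 genes, with 698 at an unadjusted p under 0.05 where chance gives 805, and edgeR and DESeq2 called 0 each. Hipk4 (3 reads in Cas9 of set A), Dnajb2 (0.38 ± 0.1) and Smad5 (-0.51 ± 0.13) were among the smallest p and did not pass. Across genes, the log2 fold changes of Cas9 against WT and against GFP had an r of 0.127, and those of GCas9 against WT and against GFP an r of -0.445. The first turned negative without GFP replicate 4 (-0.143) or Cas9 replicate 2 of set B (-0.043). The second was -0.246 with no filter on low values and -0.252 without GCas9 replicate 4 of set B.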

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

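The tests on GC content, transcript length, set A values, choroid plexus, blood, virus injection, the left-out library, the cortical covariate and the lists that differ between the sets were chosen only after the results were seen, as were the medians for length and depth, which were added once the counts had left both undecided.

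In groups of 4 libraries, 225 groups of values (library totals, list scores and named genes of set B) were searched for 1 library far from the other 3, and 16 were found where chance gives 11.2. In GFP these were replicate 3 for the endothelial score (8.62, others 8.48 to 8.5), the ribosomal protein score (8.11, others 8.27 to 8.28) and Ttr (55.28, others 134.7 to 146.5), replicate 2 for the mural score (6.33, others 6.54 to 6.55), and replicate 4 for the interferon score (5.82, others 8.36 to 8.71) and Ppp1r1b (28190, others 21660 to 22410). In Cas9 these were replicate 1 for the ependymal and choroid plexus score (7.59, others 5.57 to 5.88), the ribosomal protein score (8.29, others 8.52 to 8.56) and Ttr (9771, others 92.09 to 494.8), and replicate 3 for Bcas1 (1891, others 2060 to 2095). In GCas9 replicate 2 stood apart in reads (7.809 M, others 10.68 to 11.07 M), the T and NK score (6.03, others 3.7 to 3.97), H2-K1 (4876, others 603.7 to 1103), B2m (5893, others 1063 to 1422) and Igj (1456, others 78.85 to 148.5), and replicate 4 in Cldn10 (621.3, others 490.6 to 491.2).

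The difference between GCas9 and Cas9 itself differed between the sets for 15 lists by camera at its preset correlation, and for 0 with an estimated correlation (smallest adjusted p = 0.4). The medians (set B minus set A) were 0.1 for ion channels, 0.17 for astrocyte, 0.32 for oligodendrocyte, 0.25 for oligodendrocyte precursor, 0.28 for endothelial, 0.35 for mural and 0.5 for cortical markers. They were -1.74 for interferon-stimulated, -1.21 for class I, -0.93 for class II, -0.95 for T and NK, -1.89 for B cell, -0.12 for p53, -0.15 for ribosomal protein and -0.69 for cell cycle genes. Without GCas9 replicate 3 of set A those of interferon-stimulated, class II, T and NK and cell cycle genes were -0.21, 0.03, 0.06 and -0.36.

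The immune genes of set A were higher in both Cas9 forms than in WT, with a median of 2.34 log2 units over 124 genes. Tissue of the choroid plexus or ventricle wall is argued against by a median of 2.38 without the libraries high in its markers, and blood in the sample by a median of -0.47 for red cell transcripts. In set B the 116 genes of the same lists that were tested there had a median of -0.4 against GFP (-0.04 for Cas9, -0.74 for GCas9), so a response to injection or to virus with any cargo may account for the difference from WT. That explanation and a response to Cas9 itself stay open for set A, since it holds no GFP group and the labels do not say what WT mice received.

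In set B, 188 genes were higher at an unadjusted limma p under 0.05 in both Cas9 forms than in GFP, with a median of 0.3. With a length trend removed 110 of the genes were still higher, which left length undecided, and their median was 0.26, which argues against length as the whole cause. With reads thinned to equal depth 140 were still higher, but thinning keeps the expected level of a gene, so their median of 0.3 decides nothing. All Cas9 libraries were shallower than all GFP libraries (6.09 to 7.69 M against 7.89 to 9.75 M reads). GCas9 replicate 2 was shallower too (7.81 M), but the other GCas9 libraries were deeper than all GFP libraries (10.68 to 11.07 M). A depth effect of 1 direction would not raise the same genes in both forms. That argues against depth as the common cause, although GCas9 replicate 2 goes the other way. GC content stays open, since the trend with peak or mean GC over all genes was too small for its removal to be a test (median still 0.3), and 31 of the genes had a peak GC in the top 10% where 20.1 were expected. Of these genes 182 were tested in set A, where their median against WT, averaged over both comparisons, was 0.02. That argues against a common rise of these genes in set A, but a rise of some of them was not tested. Over all genes tested in both sets, 63 were higher with Cas9 in both at an unadjusted p under 0.05 (30.8 expected). With GCas9 18 were higher in both (24.6 expected). Lower in both sets were 104 genes with Cas9 (26.4 expected) and 11 with GCas9 (10.2 expected). These expected counts take genes as independent, and the overlaps between the sets were not compared with regroupings. For Cas9 the t values of genes fell with transcript length against both GFP (rho = -0.29) and WT (rho = -0.13). A shared trend with length was not tested as a cause of the 104 genes, so they are not taken as a repeated effect of Cas9. Of 100 regroupings of the 12 libraries of set B, 7 gave as many as the 188 genes (highest other 540, median 62). Shared GFP libraries and chance therefore stay open as a possible explanation. A difference in the sex of the animals between GFP and the other groups was not tested.

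For interferon and class I genes the difference between the sets had a median of -1.53 (0.63 in set A, -0.89 in set B), and without GCas9 replicate 3 of set A it was -0.19, so that 1 library may account for most of it. For cell cycle genes the median of -0.69 became -0.36 without that library, which left it undecided. With the cortical marker score as a covariate the medians were -0.15 and -0.18, but the score separates GCas9 from Cas9 in set B, so cortical tissue in the sample and the virus cannot be told apart there. A difference in age, animals or procedure between the sets was not tested.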

How the results depend on the processing

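The covariates, the removal of the length trend and the thinned reads (alone and with a replicate block), the leaving out of choroid plexus libraries, the lists for the difference between sets and the left-out libraries for r were chosen after seeing the data. The cause was not tested for any of the values below, except that leaving out libraries leaves fewer samples and an estimated correlation widens the camera test by construction. The cortical covariate is the score of the cortical list, so it holds the difference of that list near 0 by construction. Gpnmb was higher under every alternative, by 2.61 to 3.4 for Cas9 and 2.97 to 3.51 for GCas9 against WT. Its adjusted p ran from 2.4e-13 with DESeq2 to 0.41 without WT replicate 2 for Cas9 and from 1.5e-17 with DESeq2 to 0.3 for GCas9. Left-out single libraries aside, for Cas9 it was over 0.05 with a pseudocount of 8 (0.075), edgeR (0.094), thinned reads (0.096), the cortical covariate (0.2) and choroid plexus libraries left out (0.29). For GCas9 it was over 0.05 with the cortical covariate (0.062) and choroid plexus libraries left out (0.3). Of the named genes under the alternatives chosen before the data were examined, left-out libraries aside, 1779 values kept their direction and side of the threshold, 138 passed it where they had not, 2 no longer passed and 11 turned. For called lists 737 were kept, 148 were no longer called and 3 turned.

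In the order Cas9 against WT, GCas9 against WT, GCas9 against Cas9 in set A, Cas9 against GFP and GCas9 against GFP, limma called 1, 1, 0, 0 and 0 genes, DESeq2 116, 218, 4, 14 and 41, and 1 fit over 21 libraries 11, 12, 1, 8 and 18. Cas9 against WT gave 0 genes with a pseudocount of 8, with edgeR, with choroid plexus libraries left out, with the cortical covariate and with thinned reads, 2 with a replicate block, 2 with the Ddx3y covariate, 6 in a fit of the compared groups alone and 2570 with array weights. GCas9 against WT gave 0 with choroid plexus libraries left out and with the cortical covariate, 2 with a block, 2 with the Ddx3y covariate and 6 with array weights. Array weights gave 932 for GCas9 against Cas9 in set A and 12 for GCas9 against GFP, which gave 5 with a block and 7 in a fit of its groups alone. With no filter on low values 4 genes were called over both sets and 1 for the difference between sets. Leaving out libraries gave 0 to 7 genes for Cas9 against WT (7 without Cas9 replicate 2, 0 without each WT, Cas9 replicate 1 or 3), 0 to 2 for GCas9 against WT (2 without GCas9 replicate 3), 0 to 1 for GCas9 against Cas9 in set A (1 without Cas9 replicate 2), 0 to 2 for Cas9 against GFP (2 without Cas9 replicate 3), 0 to 3 for GCas9 against GFP (3 without GCas9 replicate 1), and 0 to 1 over both sets and for the difference (1 without Cas9 replicate 1 or GCas9 replicate 3 of set A, and for both sets also Cas9 replicate 3).

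With a replicate block the 8 comparisons gave 29, 23, 11, 10, 18, 17, 13 and 15 lists against 28, 24, 10, 10, 17, 13, 9 and 15, and 0 in each with an estimated correlation. Where the numbers pair the libraries (GCas9 against WT, and against Cas9 in set B) it changed no call but those given with these comparisons, and with the block the length trend removed or thinned reads gave 2 and 2 genes and 24 and 22 lists, and 0 and 0 genes and 13 and 15 lists. In the others, r between libraries of one number was -0.02 to 0.32 for Cas9 against WT, 0.09 to 0.64 for GCas9 against Cas9 in set A, -0.03 to 0.35 for Cas9 against GFP and -0.13 to 0.46 for GCas9 against GFP, and 2 of 6, 4 of 6, 5 of 8 and 2 of 8 libraries correlated best with their own number.

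The number of lists called was 0 in each of the 8 comparisons with an estimated correlation, against 28, 24, 10, 10, 17, 13, 9 and 15. It was 21 for GCas9 against Cas9 in set A and 24 for the difference with choroid plexus libraries left out, 4 for Cas9 against GFP with the length trend removed, and 2 for GCas9 against GFP and 6 for GCas9 against Cas9 in set B with the cortical covariate. With quantile normalization 2 lists were called lower for GCas9 against WT, in place of 8. Lists called lower went from 9 to 4 for Cas9 against WT without Cas9 replicate 1. They went from 1 to 5 for Cas9 against GFP without GFP replicate 4. Leaving out libraries gave 22 to 28 lists for Cas9 against WT and 23 to 27 for GCas9 against WT. It gave 11 to 19 lists for GCas9 against Cas9 in set A, 5 to 14 for Cas9 against GFP, 8 to 20 for GCas9 against GFP, 6 to 24 for GCas9 against Cas9 in set B and 6 to 24 over both sets.

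Across genes, r between the sets for GCas9 was -0.445, and -0.246 with no filter, -0.625 without GCas9 replicate 2 and -0.252 without GCas9 replicate 4 of set B. For Cas9 it was 0.127, with -0.143 without GFP replicate 4, -0.043 without Cas9 replicate 2 and 0.284 without Cas9 replicate 4 of set B. With the same control, r was 0.85 in set A (0.73 with no filter, 0.783 with quantile normalization, 0.75 to 0.863 with libraries left out) and 0.493 in set B (0.59 with a mean of at least 50, 0.012 with controls split, 0.371 to 0.688 with libraries left out).

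With quantile normalization the median of mitochondrially encoded genes was -0.06 for Cas9 against WT and 0.11 for GCas9 against Cas9 in set A, that of oxidative phosphorylation genes -0.01 for GCas9 against WT with the call lost and the direction of camera turned, and Penk and Tac1 were at 0.01 each for GCas9 against WT. With choroid plexus libraries left out the ependymal median was -0.06 for Cas9 against WT and 0.03 over both sets, Penk and Tac1 were at 0.04 and 0.03 for Cas9 against WT, and Isg15 at 0.28 for Cas9 against GFP. With array weights Ppp1r1b, Drd2, Penk and Tac1 were at 0.02, 0.02, 0.02 and 0.07 for Cas9 against WT and Gmnn at 0.05 for GCas9 against WT. In edgeR and DESeq2 Isg15 was at 0.18 and 0.18 and H2-K1 at -0.06 and -0.06 for Cas9 against GFP.

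With the cortical covariate, GCas9 against GFP gave medians of 0 for pan-neuronal, 0.13 for reactive astrocyte, -0.15 for cortical, 0.23 for interferon, 0.29 for class II, 0.12 for complement, -0.03 for oxidative phosphorylation and -0.03 for ribosomal protein genes, and Gfap, Isg15 and H2-K1 at 0.49, 0.29 and 0.02. GCas9 against Cas9 in set B gave 0.01 for pan-neuronal, 0 for cortical, 0.4 for interferon, 0.09 for class I and 0.03 for cell cycle genes, and cortical markers were at -0.04 over both sets and -0.11 for the difference. The values of the cortical list itself follow from the covariate and test nothing.

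With libraries left out, medians that turned ran from -0.07 (without Cas9 replicate 1) to 2.68 for ependymal markers in Cas9 against WT, -0.04 to 0.01 (GCas9 replicate 3) for oxidative phosphorylation in GCas9 against WT, -0.64 (GCas9 replicate 3) to 1.79 for interferon in GCas9 against Cas9 of set A, -0.17 to 0.04 (GCas9 replicate 1) for oxidative phosphorylation in GCas9 against Cas9 of set B, -1.2 to 0.12 (Cas9 replicate 1 of set A) for ependymal markers over both sets, and -1.84 to 0.03 for class II and -1.54 to 0.06 for T and NK genes in the difference (both GCas9 replicate 3 of set A). Genes that turned ran from -0.12 to 0.04 for Penk and -0.19 to 0.03 for Tac1 in Cas9 against WT, -0.12 to 0.03 for Gmnn and -0.15 to 0.01 for Penk in GCas9 against WT, and -0.43 to 0.04 for Gfap, -1.05 to 0.57 for Isg15 and -0.44 to 0.34 for H2-K1 in Cas9 against GFP. Set B held fewer reads than set A, so genes of low level are measured less precisely there.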

Other observations

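Gpnmb, which rose against WT with both Cas9 forms in set A, was at 98.6 ± 5.07 with GFP, 70.1 ± 20.8 with Cas9 and 159 ± 105 with GCas9 in set B (SD, n = 4 each). Cd8a was at 5.75 ± 6.29, 1.93 ± 2.24 and 6.36 ± 10.2 in the same groups, Cas9 holding 6 reads in total. The mean of the immune genes per library was 5.81 to 8.08 with GFP, 6.49 to 7.95 with Cas9 and 5.51 to 8.1 with GCas9 in set B, and in set A 5.04 to 5.11 in WT, 5.94 to 7.79 with Cas9 and 6.11 to 9.74 with GCas9.

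Other splits of the same libraries were fitted in the same way, and this test was planned. In set A the 10 splits of 6 libraries are too few for a share under 0.05. There the real split gave 1 gene for Cas9 against WT (reached by 1 of 10 splits, highest other 0) and 1 for GCas9 against WT (1 of 10, highest other 0), and 28, 24 and 10 lists in the 3 comparisons (2, 2 and 10 of 10 splits, highest other 29, 24 and 23). The other comparisons had a real count of 0 genes, which every split reaches (10 of 10 for GCas9 against Cas9 in set A, 35 of 35 for each in set B, 100 of 100 drawn for the mean and for the difference over both sets), so the gene counts test nothing there. Their highest other counts were 217 in set A, 86 for Cas9 against GFP, 341 for GCas9 against GFP, 2 for GCas9 against Cas9 in set B, and 844 and 594 over both sets. For the number of lists chance cannot be excluded in set B, where 19, 13 and 16 of 35 splits gave as many as the real 10, 17 and 13 (highest other 18, 24 and 27), nor over both sets, where 88 and 61 of 100 gave as many as the real 9 and 15 (highest other 30 and 28). The splits with many calls (217 to 844 genes at the highest, but 2 for GCas9 against Cas9 in set B and 86 for Cas9 against GFP) point to a structure of the samples other than the groups. The first principal component had an r of 0.95 with the class II score over the 9 libraries of set A and 0.93 over the 12 of set B. Added after the data were seen was a count by pairs for GCas9 against WT and for GCas9 against Cas9 in set B, where the numbers pair the libraries. The 4 and 8 splits that part every pair are too few for a share under 0.05. In these, 24 and 13 lists were the real counts (highest other 22 and 18), and 23 and 17 with a replicate block (highest other 24 and 19). The other splits part 1 pair of 3, or 2 or 0 of 4, and their highest counts of lists were 24 and 27, or 27 and 24 with the block.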
